A study of Mus musculus with 6 samples. Its data were reported in "HIRA stabilizes skeletal muscle lineage identity" (2021).

How the data were processed

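Total RNA was sequenced from 3 libraries of C2C12 cells and 3 libraries of a Hira KO clone of the same line, each from its own RNA sample of proliferating cells. Samples were grouped by their labels. The study's methods state that RNA was depleted of ribosomal RNA, sequenced as paired reads, aligned to mm10 with Bowtie2 in Galaxy and counted per gene with featureCounts. Bowtie2 is not a spliced aligner, so reads across exon junctions can be lost or placed on processed pseudogenes, which held between 3.64% and 4.09% of the counts. The library kit kept strand, but the annotation release, the strand setting of the counting and handling of reads that match several places were not stated.

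The authors deposited whole-number counts per gene for each library, not normalized. They also deposited a table of normalized counts, a signal equal to the counts multiplied by 1 constant per library (between 0.875 and 1.19), which was used only to check the counts. A further table deposited by the authors gives the log2 fold change, its standard error, the p-value and the adjusted p-value of their DESeq2 comparison. Its log2 fold changes were C2C12 over Hira KO, and their sign was turned here.

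All 55536 gene IDs matched GENCODE release vM21 (GRCm38, the assembly also called mm10), from which symbols, positions, exonic length and GC content were taken. The 37 mitochondrial genes had 0 counts in every library, so mitochondrial expression was not analysed here. In every library more genes had 2 counts than 1 (1928 against 1686 in C2C12 replicate 1), a pattern that arises when both mates of a pair are counted. The number of independent fragments is then lower than the number of counts, and counting error is larger than the counts imply. The gene class rRNA held 1.41% of the counts of Hira KO replicate 3 and between 0.0246% and 0.296% of those of the other libraries.

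Counts were tested in R 4.3.3 with edgeR 4.0.16, using TMM factors, filterByExpr, the quasi-likelihood test with group as the only term, and Benjamini-Hochberg adjustment over 19696 genes. A threshold of 0.05 on the adjusted p was used. Genes changed by at least 2-fold were those that also had an absolute log2 fold change of at least 1, and glmTreat tested against a bound of 1.5-fold. CPM used the TMM-scaled library sizes. Standard errors of log2 fold changes came from the replicate spread of log2 CPM with a prior count of 2. Lists were tested with camera (limma 3.58.1) at a preset correlation of 0.01, two-sided, and adjusted over all lists with a tested gene. There were 8 lists taken from the study and 16 independent lists: muscle differentiation and sarcomere, myoblast and satellite cell, endothelial, neuronal, osteogenic and chondrogenic, adipogenic, fibroblast and mesenchymal, smooth muscle, cardiac, Hoxa, Hoxc and Hoxd clusters, H3.3 deposition, H3K4 methyltransferase complexes, Polycomb, and cell cycle. In the study's heat map 1 further label matched no gene and was left out of its lists. Medians per chromosome were given 95% bootstrap intervals from 10000 resamples of genes, with no p-value, since genes are not replicates.

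The tests, the lists and the rule for naming genes were fixed before the data were examined. The rule named Hira, Daxx, Kmt2a, Kmt2b, genes of the lists of the study, the 5 largest fitted log2 fold changes in each direction among genes with an adjusted p under 0.05, a mean of at least 1 CPM in the higher group, a symbol and no overlap between groups, and at most 3 genes with an adjusted p under 0.05 per independent list.

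Alternatives fixed at the same time were DESeq2 1.42.0, limma-voom, RLE and upper-quartile factors, library size only, filters of at least 1 count in any library, a CPM of at least 1 in 3 libraries and at least 10 counts in every library, library sizes without the 20 genes with most counts, the replicate number as a block, fry and an estimated correlation for lists, and leaving out each replicate in turn. An offset per library from splines of exonic length and GC content, and subtraction from the Hira KO libraries of the median change of each chromosome relative to all genes, were added after seeing the data.

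The procedure was tested on simulated data drawn from the C2C12 means and the library sizes, with 200 genes changed by known folds. Of these, 89.5% were recovered, and of the 100 genes changed by at least 2-fold 99% were recovered. The simulation also raised 20 genes as a list and lowered 601 genes of a chromosome. Of 649 calls, 5.24% were in none of these sets. The simulated chromosome shift of -0.4 over 601 genes came out as -0.40, and 0 of 20 unchanged lists passed 0.05. Genes were simulated independently of each other with a single dispersion of 0.0032, so the unchanged lists do not check the preset correlation of camera. Far fewer genes were changed than were called in the real libraries. No gene ontology test was run, and the values of 1 gene of the independent lists are not reported here.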

Results

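Gene expression was measured by RNA-seq in C2C12 cells, a mouse myoblast line that grows as undifferentiated muscle precursors, and in C2C12 cells in which Hira, the gene of a chaperone that deposits the histone variant H3.3, had been mutated. Each group held 3 libraries, and the 3 Hira KO libraries came from 1 mutant clone. The C2C12 libraries held 51835134, 59402585 and 54435774 gene counts for replicates 1 to 3, and the Hira KO libraries held 49599666, 51915136 and 43341859. At these depths a floor of 3 counts corresponded to between 0.0505 and 0.0692 CPM (the count of a gene scaled to the size of its library), which covers counting error only. Between 26612 and 27461 genes had at least 1 count in a library. Across genes, log2 CPM of libraries of the same group correlated with Pearson's r between 0.992 and 0.993, and those of libraries of different groups with r between 0.962 and 0.965; genes are not independent replicates. Libraries of the same group differed by more than counting noise, with a chi-square per degree of freedom of at least 4.90, so that none was counted as a repeat of another.

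The targeted gene was examined first. Hira (ENSMUSG00000022702, chromosome 16, 18877037 to 18970309, GRCm38) had 848, 1021 and 837 counts in C2C12 replicates 1 to 3 and 258, 261 and 249 counts in Hira KO replicates 1 to 3. Its expression was 16.3 ± 1.09 CPM in C2C12 and 5.33 ± 0.401 CPM in Hira KO (SD, n = 3 each). The log2 fold change of Hira KO over C2C12 was -1.62, with a standard error from the replicate spread of 0.08 and an adjusted p of 2.18e-11 (edgeR quasi-likelihood test, Benjamini-Hochberg). The alternative that moved it most, subtraction of the median change of each chromosome (chosen after seeing the data), gave -1.50, and the adjusted p ranged from 4.79e-72 to 4.78e-09 over the alternatives (edgeR, DESeq2 and limma). Reads over a mutated gene are still counted, so the remaining counts do not measure intact transcript. Daxx, the gene of another H3.3 chaperone, had 40.1 ± 1.70 CPM in C2C12 and 38.6 ± 1.53 CPM in Hira KO (SD, n = 3 each), and its log2 fold change of -0.05, with a standard error of 0.05, was not called (adjusted p 0.368, edgeR).

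The comparison of the groups asked how far the transcriptome of the Hira KO clone differed from that of C2C12. The adjusted p values cover spread between RNA samples, not between clones. Of 19696 genes tested, 11238 had an adjusted p under 0.05, which is 33.4% of the 33686 genes with at least 1 count in any library. Among them 5460 were higher and 5778 were lower in Hira KO, a balance that turned with upper-quartile factors (6124 higher, 4932 lower). The strictest filter on expression, a CPM of at least 1 in 3 libraries, moved the count most and gave 9819 genes, 4919 higher and 4900 lower. Changes of at least 2-fold were less even in direction, with 1669 genes higher and 760 lower, 2429 in all. A test against a bound of 1.5-fold called 2423 genes, of which 1495 were higher and 928 lower. The count of genes changed by at least 2-fold dropped to 1305 when only genes with a CPM of at least 1 in 3 libraries were kept.

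**Figure D1:**
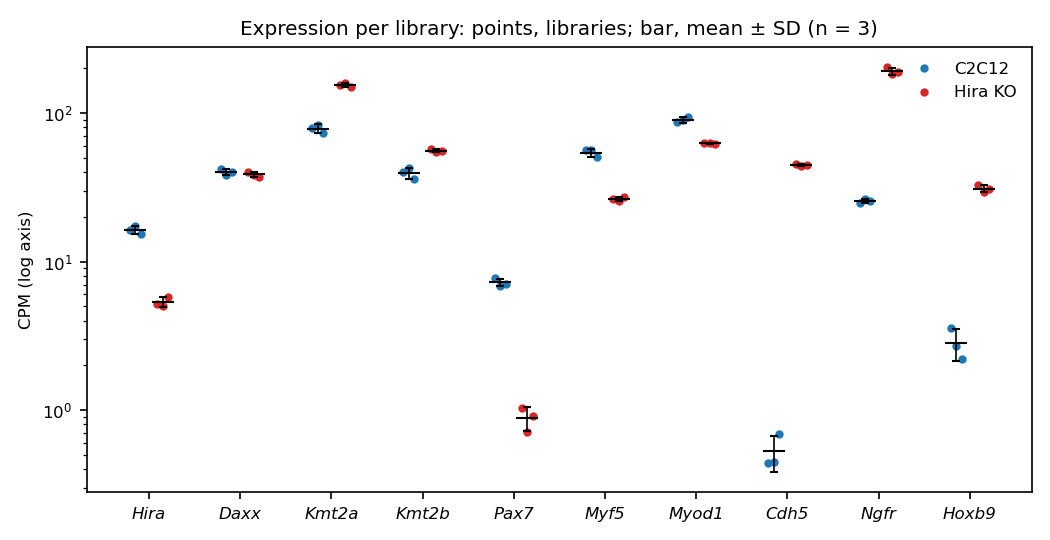
Expression of 10 genes in CPM on a log axis, with each library as a point (blue, C2C12; red, Hira KO) and the mean ± SD of 3 libraries as black bars. The libraries of the groups do not overlap for any gene shown except Daxx.

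The study grouped marker genes by lineage in 8 lists that were chosen on these same libraries, so the tests of these lists describe the libraries and are not independent evidence. All 6 genes of the muscle stem cell list were lower in Hira KO, with a median log2 fold change of -0.90 (adjusted p 0.000749, camera), and 6 genes were also called when adjusted over the list alone. Pax7 (chromosome 4, 139737062 to 139833528) had 7.24 ± 0.444 CPM in C2C12 and 0.882 ± 0.158 CPM in Hira KO (SD, n = 3 each), a log2 fold change of -3.04 with a standard error of 0.16 and an adjusted p of 5.01e-12 (edgeR). Pax7, Heyl and Sdc3 lie on chromosome 4, where the median tested gene had a log2 fold change of -0.43; after subtraction of chromosome medians their log2 fold changes were -2.61, -0.50 and -0.43, each still with an adjusted p under 0.05. In the muscle list 9 of 12 genes were lower and 2 higher, with a median of -0.75 (adjusted p 0.0134, camera), and the 11 calls stayed 11 when adjusted over the list alone. Myf5 had a log2 fold change of -1.04 and Myod1 of -0.52, whereas Fgfr4, at 0.136 CPM in Hira KO, had -3.94. The skeletal myosin genes moved apart. Myh8 rose with a log2 fold change of 2.14 and Myh1 with 0.44, Myh3 fell by 0.21 and Myh4 fell by 1.64 on the log2 scale. Myh2 was not called at an adjusted p of 0.164 (edgeR), but without C2C12 replicate 3 its log2 fold change was -1.58 with an adjusted p of 0.00274, the lowest over the alternatives, which reached 0.856. The myosin genes are near-identical in part, and the authors' counting of reads that match several copies was not stated, so their separate values are uncertain.

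The other lists of the study were higher in Hira KO. The median log2 fold change was 2.80 for the cardiac and endothelial list, 1.30 for the neuronal list, 1.61 for the adipogenic list, 0.54 for the osteogenic list and 1.11 for the mesenchymal list. Their adjusted p values were 0.00121, 5.51e-05, 0.0134, 0.0198 and 0.0335 in this order (camera). All 6, 7, 3, 4 and 3 genes of these lists had an adjusted p under 0.05 over all genes tested, and as many did when adjusted over the list alone. Cdh5 (chromosome 8, 104101625 to 104144511) had 0.526 ± 0.144 CPM in C2C12 and 44.5 ± 0.711 CPM in Hira KO (SD, n = 3 each), with a log2 fold change of 6.40, a standard error of 0.20 and an adjusted p of 2.48e-18 (edgeR). Sox6 rose with a log2 fold change of 4.48 and Ngfr with 2.90. The changes of Tcf4 and Ankrd11, with log2 fold changes of 0.48 and 0.34, were not kept when a trend with exonic length and GC content was removed, which gave -0.02 for Tcf4 and 0.09 for Ankrd11 (a correction chosen after seeing the data). Under that correction the mesenchymal list had an adjusted p of 0.247 and the osteogenic list of 0.0508 (camera), against ranges over all alternatives of 0.00019 to 0.247 and 9.70e-05 to 0.163. The mesenchymal list also had an adjusted p of 0.0505 without C2C12 replicate 2 and of 0.0909 after subtraction of chromosome medians (camera). Tcf4 lies on chromosome 18, and that subtraction lowered its log2 fold change to 0.12. The preset correlation of camera mattered, since 0 lists of the study had an adjusted p under 0.05 with the correlation estimated from the data. All 8 did with fry, but fry asks whether genes of a list change at all, not whether they change more than others. With 57.1% of all tested genes called, that result says little about any single list.

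The Hoxb list was higher as a whole, with a median log2 fold change of 2.1 over 8 genes and an adjusted p of 8.50e-05 (camera). All 8 genes were called, and 8 when adjusted over the list alone. Hoxb13 (chromosome 11, 96194316 to 96197447) had 5.0 ± 0.151 CPM in C2C12 and 45.4 ± 0.830 CPM in Hira KO (SD, n = 3 each), a log2 fold change of 3.18 with a standard error of 0.03 and an adjusted p of 2.94e-17 (edgeR). Hoxb9 rose with a log2 fold change of 3.46 and Hoxb8, at 0.0908 CPM in C2C12, with 4.46, whereas Hoxb4 had 0.53. Genes of the cluster overlap antisense transcripts, and the strand setting of the counting was not stated, so single values are uncertain. Outside the cluster, and chosen after their values were seen, Ube2z had a log2 fold change of 0.04 and Skap1 of -0.26, neither with an adjusted p under 0.05 (edgeR), and Snx11 had -0.22. Between Hoxb13 and Ube2z, however, Ttll6 rose with 1.99 from 0.281 CPM in C2C12 and Calcoco2 with 2.77 from 0.0887 CPM (adjusted p 3.43e-05 and 4.84e-05, edgeR), so the increase was not confined to the Hoxb genes.

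**Figure D2:**
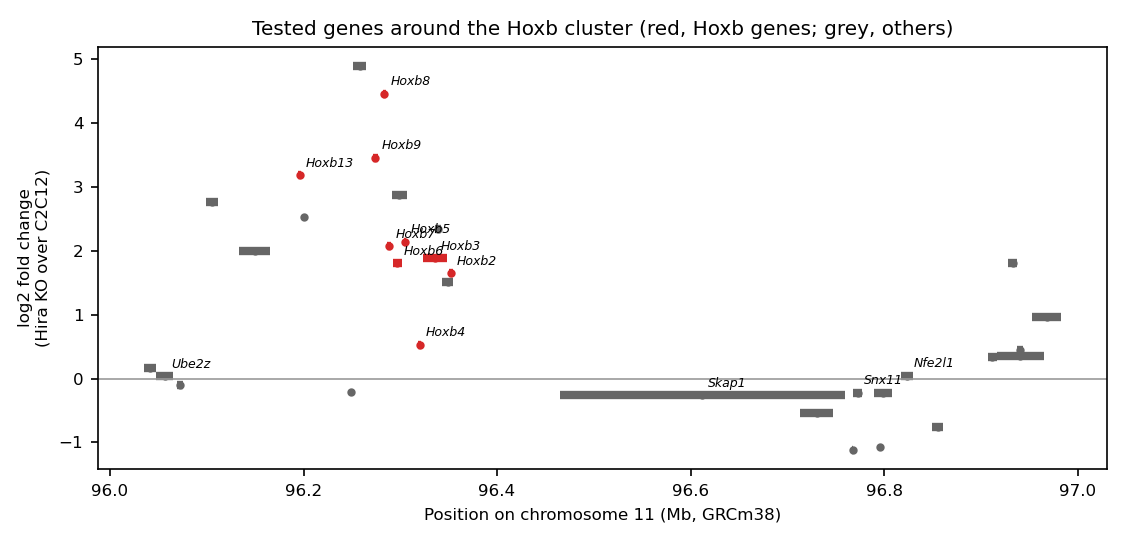
Log2 fold change of Hira KO over C2C12 for each tested gene (bars span the gene, dots its middle) against position on chromosome 11 in Mb of GRCm38, with Hoxb genes in red. Hoxb genes lie between 0.53 and 4.46, Skap1 on one side of the cluster lies at -0.26, and Ttll6 and Calcoco2 on the other side lie at 1.99 and 2.77.

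To ask whether further markers moved, 16 lists of general markers that share no gene with the lists of the study were tested. Core markers such as Pax7, Myf5, Myod1 and Cdh5 are therefore left out, so these lists do not test whole lineage programmes. No list had an adjusted p under 0.05 (camera), and 1 list, cell cycle, had an unadjusted p under 0.05 (camera p 0.0458, adjusted 0.117, median log2 fold change -0.084). With fry, which does not compare a list with other genes, 12 of these lists had an adjusted p under 0.05. With camera and an estimated correlation 0 did. The list of muscle differentiation and sarcomere genes had 34 genes tested, 19 higher and 9 lower with an adjusted p under 0.05 (28 genes, and 30 when adjusted over the list alone), and a median of 0.24 (adjusted p 0.129, camera). Within it Actc1 fell by 2.03 and Mymx fell by 1.6 on the log2 scale, while Myl4 rose with 1.56. The list of myoblast and satellite cell genes had 7 genes higher and 7 lower and a median of 0.067 (adjusted p 0.848, camera), with Msc at -1.63. The cell cycle list had 5 genes higher and 15 lower of 30. Outside the sarcomere, endothelial and Hoxc lists, the number of calls when adjusted over the list alone was that over all genes tested.

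Of 25 endothelial genes 9 were tested, with 2 higher and 4 lower (6 calls, and 7 when adjusted over the list alone) and a median of -0.32 (adjusted p 0.991, camera), which was 0.046 without C2C12 replicate 1. Vwf had a log2 fold change of 3.92 and Ptprb, at 0.061 CPM in Hira KO, of -3.05. The neuronal list had 13 of 25 genes tested, 5 higher and 2 lower, and a median of 0.50 (adjusted p 0.129, camera). The medians were -0.029 for osteogenic and chondrogenic genes, -0.039 for adipogenic genes, -0.012 for fibroblast and mesenchymal genes, 0.024 for smooth muscle genes and 0.51 for the 4 cardiac genes tested. Their adjusted p values were 0.926, 0.746, 0.563, 0.648 and 0.208 in this order (camera). Single genes in these lists changed strongly. Postn fell by 5.11, Col1a1 fell by 2.66, Cnn1 fell by 3.37 and Tagln fell by 2.41 on the log2 scale, whereas Lpl rose with 2.06 and Kcnmb1 with 2.36. The numbers of genes higher and lower were 4 and 3, 2 and 2, 5 and 5, 3 and 4, and 3 and 0 in the order of these lists. The Hoxa and Hoxc clusters had medians of -0.018 and -0.12, both with an adjusted p of 0.991 (camera). They had 3 and 5 calls (6 for Hoxc when adjusted over the list alone). In Hoxa 1 call was higher and 2 were lower. In Hoxc 4 calls were higher and 1 was lower, against the sign of the Hoxc median. None of the 9 Hoxd genes had enough counts to be tested. The lists of H3.3 deposition and Polycomb genes had medians of 0.057 and 0.052, with adjusted p values of 0.648 and 0.991 (camera), and 9 and 14 calls. Several of these small medians moved with single libraries: without C2C12 replicate 2 they were 0.076 (osteogenic and chondrogenic), 0.066 (Hoxa) and 0.018 (Polycomb), without C2C12 replicate 3 0.040 (adipogenic) and -0.067 (smooth muscle), without Hira KO replicate 1 -0.0030 (Hoxc) and without Hira KO replicate 3 -0.0033 (fibroblast and mesenchymal).

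**Figure D3:**
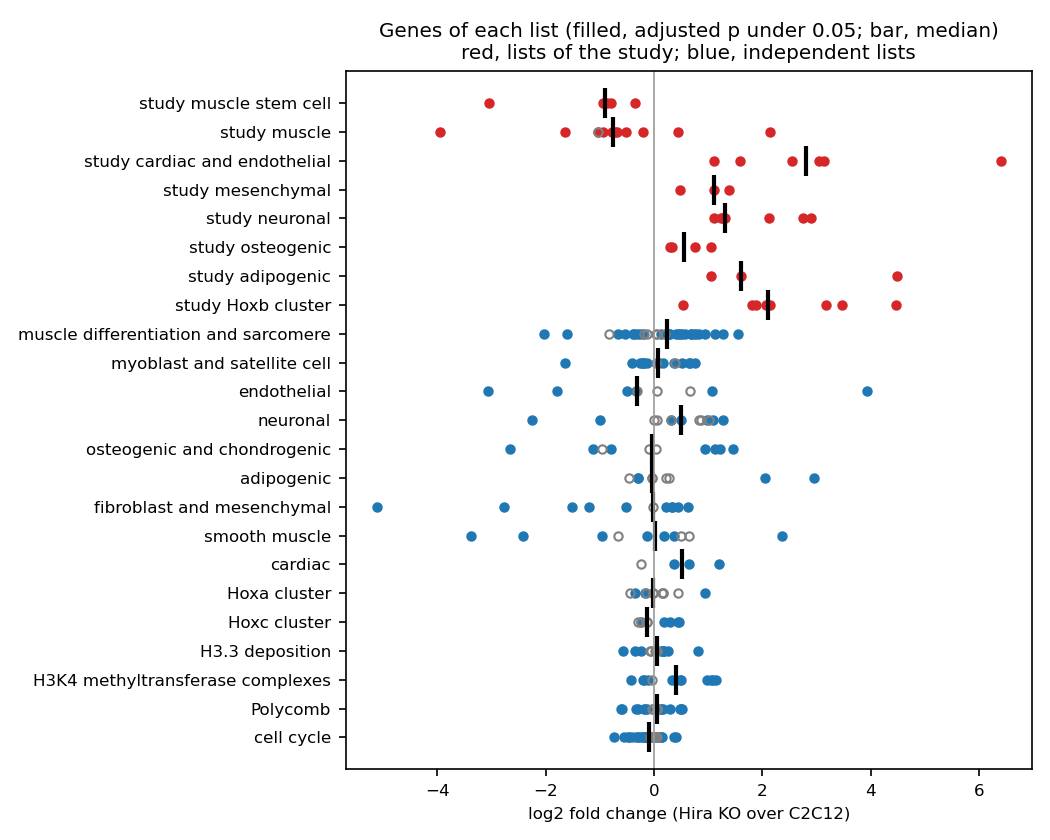
Log2 fold change of Hira KO over C2C12 for the tested genes of each list (red, lists of the study; blue, independent lists; filled, adjusted p under 0.05; open grey, not), with the list median as a black bar. The 6 lists of the study with positive medians lie to the right of 0, and each independent list with tested genes holds genes on each side.

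The study asked whether the H3K4 methyltransferase genes Kmt2a and Kmt2b changed. Kmt2a (ENSMUSG00000002028, chromosome 9, 44803355 to 44881296) had 78.7 ± 5.29 CPM in C2C12 and 154.9 ± 4.73 CPM in Hira KO (SD, n = 3 each), with a log2 fold change of 0.98, a standard error of 0.06 and an adjusted p of 3.58e-12 (edgeR). Kmt2b (ENSMUSG00000006307, chromosome 7, 30568858 to 30588726) had 39.5 ± 3.47 CPM in C2C12 and 55.8 ± 1.12 CPM in Hira KO (SD, n = 3 each), with a log2 fold change of 0.50, a standard error of 0.08 and an adjusted p of 3.38e-07 (edgeR). Both genes are long, and removing the trend with exonic length and GC content lowered their log2 fold changes to 0.71 and 0.40, still with adjusted p values of 1.92e-11 and 6.09e-07 (edgeR), against ranges over all alternatives of 1.56e-111 to 9.38e-10 and 7.61e-22 to 1.28e-05. The list of H3K4 methyltransferase complex genes had 7 genes higher and 4 lower and a median of 0.40 (adjusted p 0.214, camera), with Kmt2c at 1.14, Setd1b at 1.09 and Kmt2d at 1.05.

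The Hira KO libraries came from 1 clone, so the change of tested genes was also summarised by chromosome. The median log2 fold change was -0.43 for the 1117 tested genes of chromosome 4, with a bootstrap 95% interval over genes of -0.46 to -0.38. On this chromosome 683 genes were lower and 98 higher with an adjusted p under 0.05. The 549 tested genes of chromosome 18 had a median of 0.36 (interval 0.30 to 0.43). Medians were -0.18 for chromosome 12 and -0.16 for chromosome 13. All other chromosomes had medians between -0.12 and 0.11. The spread between replicates of the median of chromosome 4 was 0.011 (SD).

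**Figure D4:**
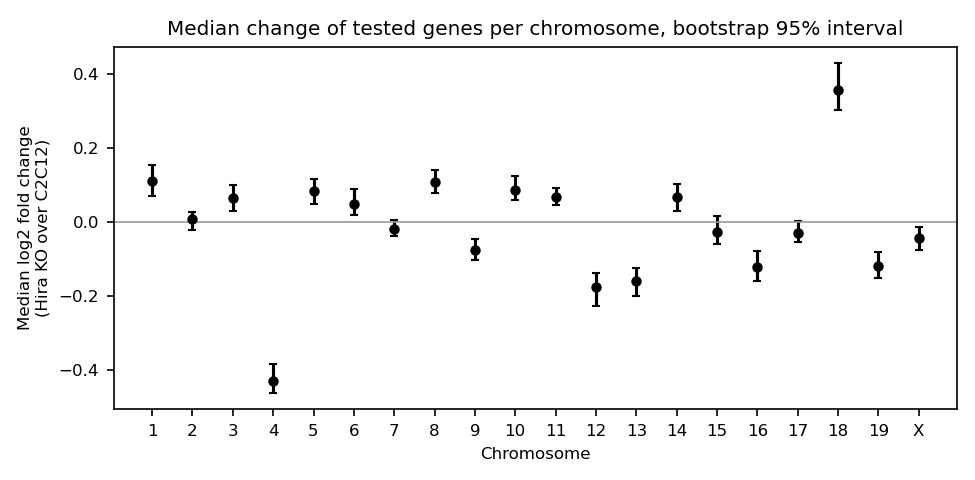
Median log2 fold change of Hira KO over C2C12 of tested genes per chromosome, with bootstrap 95% intervals over genes as bars. Chromosome 4 lies at -0.43 and chromosome 18 at 0.36.

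Genes with a mean of at least 1 CPM in the higher group and no overlap between the groups were ordered by fitted log2 fold change, which for genes at 0 counts in a group depends on the prior count, so the order is not that of measured changes. The 5 lowest were Gm6877, S1pr3, Smim20, Prkd1 and Eid2. All 5 had 0 CPM in Hira KO, so that their folds are bounds set against the floor of 3 counts. Gm6877 was at least 129.3-fold lower, S1pr3 at least 123.5-fold, Smim20 at least 47.6-fold, Prkd1 at least 47.4-fold and Eid2 at least 39.7-fold lower. Gtpbp10 and Mmp16, chosen after their values were seen, had at most 1 and at most 2 counts in a Hira KO library and were fitted as smaller changes, but were at least 125.3-fold and 67-fold lower. The 5 highest were Tmem200c, Gm12569, Gm32857, Cdh5 and Fbxo39. Tmem200c was at least 31.5-fold and Gm12569 at least 22.2-fold higher against the floor, and both owe their place to 0 counts in C2C12, as these bounds lie below the measured log2 fold change of 6.40 of Cdh5 (4.98 and 4.47 on the log2 scale). Gm32857 and Fbxo39 had fitted log2 fold changes of 6.64 and 6.37, from 0.047 and 0.0371 CPM in C2C12. Both means lie under the floor of the C2C12 libraries (0.0505 to 0.0579 CPM), although no library held more than 4 counts of either gene. The size of these fitted values depends on the prior count, so they are not measured folds, and no bound was set for them.

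The authors' deposited table of their DESeq2 comparison holds 10264 genes with an adjusted p under 0.05, of which 4908 were higher and 5356 lower in Hira KO. Of the genes called in the authors' deposited table, 10001 were also called by edgeR here, all in the same direction. At an adjusted p under 0.01 the shared calls numbered 8345.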

Values the study reported

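The study reported 10297 dysregulated genes out of 33686 detected, or 30%. It gave increases of 1.9-fold for Mll1 (Kmt2a) and 1.5-fold for Mll2 (Kmt2b).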

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

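Alternatives fixed before the data were examined were run beside 2 chosen after seeing the data, the length and GC offset and the chromosome offset. The direction of a list was taken from the sign of its median, a choice made after a first look at the values. Hira, Kmt2a and Kmt2b kept their direction and an adjusted p under 0.05 under every alternative run for them, with log2 fold changes from -1.68 to -1.50, 0.71 to 1.05 and 0.40 to 0.56 in this order. The count of genes with an adjusted p under 0.05 ranged from 9819 to 11641, and that by the test against 1.5-fold from 1832 to 2667. Leaving out each replicate in turn gave from 10252 to 10761 genes, of which between 9952 and 10253 were also called with all libraries. The count of genes changed by at least 2-fold was 1305 with a CPM of at least 1 in 3 libraries and 1471 with at least 10 counts in every library, as both filters test fewer genes, and 3000 with at least 1 count in any library, which tests more. The split of 5460 genes higher and 5778 lower turned to 6124 higher and 4932 lower with upper-quartile factors and to 4919 and 4900 with a CPM of at least 1 in 3 libraries.

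The replicate numbers are shared between the groups. Deviations from the group means of libraries with the same number correlated, across genes, at -0.24, -0.068 and -0.16, so the numbers do not pair the libraries. With the replicate number as a block 10927 genes were called, 2394 changed by at least 2-fold, 2369 passed the test against 1.5-fold, and Hira, Kmt2a and Kmt2b had log2 fold changes of -1.62, 0.98 and 0.50. Under the block 8 lists of the study and 0 independent lists passed.

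List tests depended on the question asked and on how correlation between genes was treated. With fry, which asks whether genes of a list change at all, 12 independent lists passed. With camera and an estimated correlation 0 lists of the study passed. Of the independent lists 1, cell cycle, passed when every gene with at least 1 count in any library was tested (adjusted p 0.012, camera) and 1, again cell cycle, under the chromosome offset (adjusted p 0.0211, camera), against a range over all alternatives of 0.00124 to 0.643. The cause was not tested. Leaving out replicates gave 7 to 8 lists of the study, and the length and GC offset gave 6.

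For chromosomes 4, 12, 13 and 18, whose medians lay more than 0.15 from 0 (a bound chosen after the values were seen), the alternatives run for them (RLE and upper-quartile factors, library size only, a CPM of at least 1 in 3 libraries, at least 10 counts in every library, the length and GC offset and leaving out each replicate) did not change the direction, but several moved the median by more than the small spread between replicates. Upper-quartile factors gave -0.38, -0.13, -0.11 and 0.41, since one factor per library shifts all genes together. A CPM of at least 1 in 3 libraries gave -0.42, -0.21 and -0.18 for chromosomes 4, 12 and 13, and at least 10 counts in every library gave -0.41 and -0.19 for chromosomes 4 and 12. RLE factors gave -0.15 for chromosome 13. The length and GC offset gave -0.20 and -0.18 for chromosomes 12 and 13. The cause of these moves was not tested. Fits that each left out one replicate ranged from -0.44 to -0.42 for chromosome 4, -0.19 to -0.17 for chromosome 12, -0.17 to -0.15 for chromosome 13 and 0.34 to 0.40 for chromosome 18.

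Some signs reversed. Under the length and GC offset the log2 fold change was 0.0012 for Daxx and -0.023 for Tcf4, and list medians were 0.014 (osteogenic and chondrogenic), 0.032 (adipogenic), 0.047 (fibroblast and mesenchymal), -0.076 (smooth muscle), 0.037 (Hoxa), -0.036 (H3.3 deposition) and -0.0085 (Polycomb). Under the chromosome offset they were 0.0075 (fibroblast and mesenchymal), -0.043 (smooth muscle), -0.021 (H3.3 deposition) and -0.010 (Polycomb). With at least 10 counts in every library they were 0.046 (osteogenic and chondrogenic), 0.12 (fibroblast and mesenchymal), -0.11 (smooth muscle) and 0.079 (Hoxa). With at least 1 count in any library they were -0.062 (myoblast and satellite cell), 0.030 (endothelial), 0.23 (adipogenic) and 0.26 (fibroblast and mesenchymal). Across fits without one replicate the medians ranged from -0.32 to 0.046 (endothelial), -0.13 to 0.076 (osteogenic and chondrogenic), -0.057 to 0.040 (adipogenic), -0.067 to 0.055 (smooth muscle) and -0.054 to 0.066 (Hoxa). Without a change of sign they ranged from -0.14 to -0.0030 (Hoxc, nearest to 0 without Hira KO replicate 1), -0.022 to -0.0033 (fibroblast and mesenchymal, nearest to 0 without Hira KO replicate 3) and 0.018 to 0.061 (Polycomb, nearest to 0 without C2C12 replicate 2). The endothelial list changed sign without C2C12 replicate 1, the osteogenic and chondrogenic list without C2C12 replicate 2 or Hira KO replicate 3, the adipogenic list without C2C12 replicate 3 or Hira KO replicate 2, the smooth muscle list without C2C12 replicate 3, and the Hoxa list without any 1 C2C12 replicate or Hira KO replicate 3. Among single genes, Hoxa9 lost its call under 5 alternatives, Plin4 under 2, and Tek and Ankrd11 under 1, and Myh2 gained it under 2. The cause was not tested.

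At an adjusted p under 0.01 the calls shared with the authors' deposited table numbered 8345. The glmTreat bound was not run with DESeq2 or limma-voom. Genes under the floor in a group have no measurable fold beyond the bounds given, and no bound was set for Gm32857 and Fbxo39.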

Other observations

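Except for the other splits of the libraries, the tests below were chosen after the patterns were seen.

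Genes of chromosome 4 were lower in Hira KO as a group. The difference from the median of the other chromosomes was -0.45, and it was -0.45 after the length and GC offset, so the trend with length and GC is not the whole cause. Of its tested genes 80.7% lay below the median of the other chromosomes (80.0% to 81.1% without any 1 replicate), more than the 75% expected if as many genes had fallen as had not moved and the latter split evenly, which argues against a few strongly changed genes. The difference was -0.43 over its 271 genes in the highest quartile of expression, which argues against genes near the floor. All 16 of the 16 bins of 10 Mb had a median below that of the other chromosomes. A candidate explanation is loss of a copy of chromosome 4 in the clone, since loss of 1 of 4 copies gives a log2 ratio of -0.42. The number of 4 copies is an assumption, as copy number was not measured here. Bin medians ran from -0.56 to -0.20, so the bins do not show that the shift was uniform. The bin test is lenient, as chromosomes 12 and 13, with smaller shifts, also had every bin on one side. A regional effect of Hira loss itself stays open, as DNA content was not analysed here.

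Genes of chromosome 18 were higher. All 9 of its 9 bins lay above the median of the other chromosomes, and without protocadherin (Pcdh) genes, of which 38 were tested there, the difference was still 0.34, so those clusters are not the whole cause. A gain from 4 to 5 copies, with 4 again assumed, gives 0.32 and may account for the shift, with the same limit. Bin medians ran from 0.13 to 0.55, so a uniform shift was not shown here either.

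The muscle stem cell list of the study holds 3 genes on chromosome 4. After subtraction of the chromosome medians, 6 of 6 genes of the list were still lower with an adjusted p under 0.05 (edgeR), so a copy loss would not account for the whole decrease, although the log2 fold changes of Heyl and Sdc3 went from -0.93 to -0.50 and from -0.86 to -0.43. Whether the rest follows from Hira loss or from the clone cannot be decided from the libraries of 1 clone. By RT-qPCR the study found Pax7 and myogenic genes lower in other Hira KO clones as well, which were not analysed here. It also reported lower muscle stem cell markers in mouse satellite cells lacking Hira.

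Protein-coding genes of greater exonic length were higher in Hira KO. Spearman's rho of log2 fold change with length was 0.35 across 10323 genes, which are not independent, and the median rose from -0.25 in the lowest decile of length to 0.21 in the highest. The lowest slope on log2 length in a Hira KO library exceeded the highest in a C2C12 library by 0.11, more than the spread within a group, which argues against variation between single libraries. Insert size selection would act on short transcripts, but the highest decile still lay 0.29 above the middle one. RNA integrity cannot be told apart from the group, as no integrity values were analysed here and any such difference would follow the groups, and a biological change of long genes stays open for the same reason.

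Kmt2a and Kmt2b were higher beyond this trend. After the length and GC offset their log2 fold changes were 0.71 and 0.40, both still with an adjusted p under 0.05 (edgeR), so the trend with length and GC is not the whole cause for these genes. The list of H3K4 methyltransferase complex genes as a whole, 7 of 12 genes higher and 4 lower without the offset, had an adjusted p of 0.256 under it (camera), against a range over all alternatives of 0.00115 to 0.653. Whether the change of Kmt2a and Kmt2b follows from Hira loss or from the clone was not tested.

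Cdh5 reached 44.5 CPM in Hira KO. Endothelial cells in the culture would bring their abundant transcripts, but the highest mean CPM among Pecam1, Kdr, Cldn5, Emcn and Tie1, all members of the endothelial list, was 0.096 in Hira KO. Vwf did rise, to 1.6 CPM. This argues against such cells as the source and leaves a change of the gene in the clone open in these libraries. The study also reported staining for the protein of Cdh5 in mouse satellite cells lacking Hira. It further reported that Cdh5 expression was prevented in Hira KO cells when Kmt2a or Kmt2b was also knocked out. Neither was analysed here.

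In all 41 genes, Gm6877, S1pr3, Smim20, Prkd1 and Eid2 among them, had at least 30 counts in every C2C12 library and at most 3 in every Hira KO library, against 9 genes in the other direction. Of their 82 nearest expressed neighbours 0% were silent, which argues against deletions that span several genes. Poisson counting at the Hira KO depths would give 2.87e-14 such genes among 15358, with counts halved for paired mates. The minimum of 30 counts makes this number small at these depths, so it shows only that depth alone would not give such genes. Silencing or small deletions fixed in the clone, and an effect of Hira loss, stay open as untested.

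With 3 libraries per group, 10 splits exist and a share under 0.1 cannot be reached. The real one was the 1 of the 10 splits of the 6 samples that gave as many genes with an adjusted p under 0.05, and likewise the 1 of 10 for genes changed by at least 2-fold, for genes past 1.5-fold and for lists of the study. All 10 of the 10 splits gave as many independent lists, as the real split gave 0 (1 at an unadjusted p under 0.05). The other splits gave 0 genes, and between 105 and 170 genes at an unadjusted p under 0.05. They gave 0 lists of the study at an adjusted p under 0.05 (camera), but 3 to 4 of the 8 at an unadjusted p under 0.05, against 8 in the real split. They mix the groups, which leaves part of the real difference in them, so they are no null rate for these lists, and widens the spread they are tested against.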
